# Identification of MicroRNAs in *Meloidogyne incognita* Using Deep Sequencing

**DOI:** 10.1371/journal.pone.0133491

**Published:** 2015-08-04

**Authors:** Yunsheng Wang, Zhenchuan Mao, Jin Yan, Xinyue Cheng, Feng Liu, Luo Xiao, Liangying Dai, Feng Luo, Bingyan Xie

## Abstract

MicroRNAs play important regulatory roles in eukaryotic lineages. In this paper, we employed deep sequencing technology to sequence and identify microRNAs in *M*. *incognita* genome, which is one of the important plant parasitic nematodes. We identified 102 *M*. *incognita* microRNA genes, which can be grouped into 71 nonredundant miRNAs based on mature sequences. Among the 71 miRANs, 27 are known miRNAs and 44 are novel miRNAs. We identified seven miRNA clusters in *M*. *incognita* genome. Four of the seven clusters, *miR-100/let-7*, *miR-71-1/miR-2a-1*, *miR-71-2/miR-2a-2* and *miR-279/miR-2b* are conserved in other species. We validated the expressions of 5 *M*. *incognita* microRNAs, including 3 known microRNAs (*miR-71*, *miR-100b* and *let-7*) and 2 novel microRNAs (*NOVEL-1* and *NOVEL-2*), using RT-PCR. We can detect all 5 microRNAs. The expression levels of four microRNAs obtained using RT-PCR were consistent with those obtained by high-throughput sequencing except for those of let-7. We also examined how *M*. *incognita* miRNAs are conserved in four other nematodes species: *C*. *elegans*, *A*. *suum*, *B*. *malayi* and *P*. *pacificus*. We found that four microRNAs, *miR-100*, *miR-92*, *miR-279* and *miR-137*, exist only in genomes of parasitic nematodes, but do not exist in the genomes of the free living nematode *C*. *elegans*. Our research created a unique resource for the research of plant parasitic nematodes. The candidate microRNAs could help elucidate the genomic structure, gene regulation, evolutionary processes, and developmental features of plant parasitic nematodes and nematode-plant interaction.

## Introduction

*Meloidogyne incognita* is a world-wide serious plant pathogen that can infect almost all cultivated plants and cause billions of dollars in losses annually [1]. Currently, the draft genomic sequences of *M*. *incognita* [2] are available, which can help elucidate the biology of RKN and their interaction with hosts.

MicroRNAs are small (~22 nt) RNAs that target the mRNAs and regulate their degradation and transcription [3, 4]. Increasing evidence has demonstrated that microRNAs play a key function in many biological processes such as tissue identity, response to environmental stress, and developmental timing [5]. MicroRNAs were first identified in *C*. *elegans* [6] and are highly evolutionarily conserved in other species. MicroRNAs are found in various eukaryotes, including plants [7, 8], animals [5, 9] and viruses [10]. It is an important step to identify microRNAs in organisms for elucidating their genome biology and evolution [11]. Although there are hundreds of microRNAs identified in different nematodes, such as *C*. *elegans* [12] and *C*. *briggsae* [13], to our knowledge, there is no report of microRNAs of plant parasitic nematodes yet. The availability of draft genomic sequences of *M*. *incognita* makes it possible to identify its microRNAs on a genome-wide level.

This research used two major approaches to identify microRNAs: (1) the direct cloning approach by cloning and sequencing the microRNAs enriched libraries [14, 15] and (2) computational prediction [16–19]. Although increasing sequences available in the public databases, including expressed sequence tags (ESTs), genome survey sequences (GSS), and high throughput genomic sequences (HTGS), made it possible to identify microRNAs by computational prediction, there are two drawbacks for computational prediction of microRNAs. First, the available nucleotide sequences in the database are limited. Computational prediction methods based on a homology search cannot predict new microRNAs if they do not exist in the database. Second, it is hard to validate the predictions using experiments because of the high false positive rate in computational prediction results. Recently, deep sequencing technology has been extensively used in microRNA genes discoveries in many species [20–27]. In this study, we employed the deep sequencing technology to sequence and identify microRNAs in the *M*. *incognita* genome.

## Methods

### Preparation of specimens

Nematode inoculums were obtained from a population of *Meloidogyne incognita* (Kofoid and White) isolated from pepper root and were reproduced in greenhouse with pepper cultivar Qiemen (*Capsicum annuum* L. cv), a RKN-susceptible cultivar. Inoculums consisted of freshly hatched juveniles from egg masses. RKN J2 were concentrated and filtered off foreign matter through a 1 mm pore size nylon sieve. Seedlings of pepper cultivars were grown in a greenhouse (25°C–28°C). The samples were collected quickly. Then, the samples were snap-frozen in liquid nitrogen and stored at -80°C.

### Small RNA libraries construction and DNA sequencing

We extracted total RNA from each RKN samples (about 1 × 10^6^ individuals) using TRIzol reagent following the manufacturer’s recommended protocol (Invitrogen, USA). The RNA quality was examined using Bioanalyzer (Agilent2100) with RIN>8.0. We collected and purified RNAs between 10–30 nt using 15% polyacrylamide gel electrophoresis (PAGE) for the sample. After PAGE purification, we added a pair of adaptors to the ends of the small RNAs according to the Illumina TruSeq Small RNA Library Prep protocol. In briefly, a 5’ adaptor (Illumina, San Diego, CA, USA) was ligated to the 5’ ends of the small RNAs and the ligation products were purified on Novex 15% PAGE. Then, a 3’ adaptor (Illumina) was ligated to the first ligation product and further purified on Novex 10% PAGE. The small RNAs were converted to cDNA by RT-PCR and then 6% TBE-Urea gel (Invitrogen) was used to purify the amplification products. Finally, the DNA fragments were used for the high-throughput sequencing. The sequencing process was done in BGI (Beijing Genome Institute at Shenzhen) using the Illumina Genome Analyzer according to the manufacturer’s instructions.

### Preprocessing of microRNAs Sequencing Data

The raw data was processed by a bioinformatics’ pipeline and include the following steps: (1) Remove low quality reads. Reads with quality score lower than 20 were removed. (2) Trim 3' prime adaptor sequences. (3) Remove adaptor-only contaminants. (4) Collect short RNAs ranging from 10 to 30 nt. Too short (<10 nt) and too long (>30 nt) reads were removed. (5) Remove sequences with polyA tails. Raw data are available at NCBI-GEO with accession number: GSE24833.

### Analysis of *M*. *incognita* microRNAs

We grouped the identical clean reads into unique sequence tags (unitags). The abundance of each unitag was indicated by the number of reads belonging to it. We used bowtie [28] to map the unitags to the draft genome of *M*. *incognita*, which was downloaded from wormbase (WS205). We only used perfectly matched reads to identify microRNA genes. We employed the miRDeep2 [29] to map sequencing tags. We only kept the candidate precursors with hairpin-like structures, which were perfectly mapped by sequencing tags. We then used the default parameters of miRDeep2 to predict the precursors and the mature sequences of microRNA genes. Finally, the candidate precursor and mature microRNAs were checked manually for secondary structure and sequenced profiles.

Then, we aligned mature microRNAs of *M*. *incognita* to known microRNAs downloaded from the miRBase database (version 21) [30] (http://www.mirbase.org/) with BlastN [31]. Those microRNAs with 80% identities and shared the same seed sequences (2–7 nt) and were supposed to be orthologous and named after the known microRNAs. If the mature sequences of two microRNA genes were identical, we treated them as the same microRNA genes with two copies in the genome, such as *miR-100a-1* and *miR-100a-2* in *M*. *incognita* with mature sequences both as uacccguagauccgaacuaguc. If the mature sequences of two microRNA genes were different from less than three bases, we labeled them as derivations of the same microRNA gene, such as *miR-100a-1* and *miR-100b*, with mature sequences such as uacccguagauccgaacuaguc and aacccguagauccgaacuagucu, respectively.

We grouped the microRNA genes into a cluster if their distances in the genome were less than 2000 bp.

### Abundance estimate of each class of small RNAs

Clean reads were aligned to each class of small RNAs sequences, including miRNAs, rRNA, tRNA, snRNA and mRNA, using bowtie [28] with default parameters except the perfect match (-v 0). Then total reads of each class were counted to estimate the abundance of expression.

### Validation of the expressions of five *M*. *incognita* microRNAs using RT-PCR

Nematodes of fresh hatched J2 were firstly exposed to freeze thaw cycles fusing liquid nitrogen and a 30°C water bath three to four times. Then the total RNAs were extracted using the TRIzol reagent (Invitrogen). The cDNA fragment was synthesized from total RNA using Superscript III reverse transcriptase (Invitrogen). The microRNA primers designed according to the premature microRNA sequences (S2 Table).

Real-time qPCR was performed on CFX96 Real-time PCR Detection System (Bio-Rad, USA) with 1.1 software, as follows: 95°C for 30 s, followed by 40 cycles of 95°C for 10 s, 58°C for 30 s, using qPCR SYBR Premix Ex Taq II for fluorophore SYBR green with fluorescein (Takara, Japan). Standard curves were established with five serial dilutions of first-strand cDNAs, ranging from 1 to 1/10 000. As reference, the *M*. *incognita* 18S ribosomal cDNA (GeneBank accession number U81578) was amplified using the primers 18S-F-852 and 18S-R-966 [32]. Relative quantity of gene expression was calculated and normalized to 18S ribosomal. The real-time qPCR were carried out with 5 technical repeats. We used the values of 2^-ΔCt^ as the gene expression abundance level [33].

### Identification and phylogenetic analysis of Argonaute protein family in *M*. *incognita*

The Argonaute protein family, which is defined by the presence of PAZ (Piwi-Argonaute-Zwille) and PIWI domains, was first identified in plants [34]. The Argonaute protein family could be phylogenetic divided into the Ago subfamily and the Piwi subfamily [35]. In general, the expression of Piwi proteins is restricted to the germ line, where they bind Piwi-interacting proteins (piRNAs). We identified the Argonaute family proteins based on the Pfam domains. Firstly, we searched the PAZ (PF02170) and Piwi (PF02171) domains in the *M*. *incognita* proteins using hmmsearch [36] against Pfam database with the e-value less than 0.01 [37]. The proteins with both PAZ and Piwi domains were identified as Argonaute family proteins. In total, we identified 15 Argonaute family proteins in the *M*. *incognita* draft genome. We also used the same method to identify Argonaute proteins from the genome of *C*. *elegans*, *B*. *malayi*, *B*. *xylophilus* and *M*. *hapla*, which were downloaded from WormBase (version WS243). We aligned Argonaute family proteins from five genomes using MAFFT [38]. Then we trimmed the alignment using trimAL [39] with parameter–automated1. Finally, we constructed a phylogenetic tree using PhyML [40] with default parameters.

## Results

### Overview of the small RNA sequencing results

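Small RNA from J2 juveniles, the hatched infective stage of M. incognita, was sequenced as 1 library, so no value below has a replicate check. The deposited table of this library lists the places on the draft genome (contigs of WormBase WS205) to which each unique tag, a group of identical reads, mapped without mismatch. It holds 1159347 places of 232315 distinct tags on 2958 contigs, and 119847 of these tags had 1 place. The table gives positions only, with no read count and no sequence, so the depth behind each tag is unknown. Each tag carries a number, and low numbers belong to the abundant microRNAs. Abundance was therefore followed through the lowest tag number on a mature arm and through the number of distinct tags there. The authors trimmed adaptors, removed low-quality reads, grouped reads into tags and mapped the tags with bowtie. From there, each precursor of S1 Table was placed on its contig through the tag of its mature length. Mature tags were those inside 2 bases before the mature start to 5 bases after the mature end on the precursor strand. Within the precursors, 1235 tags took a sequence from S1 Table this way, and none took more than 1 sequence. Intervals are exact Clopper-Pearson 95% intervals over distinct tags and cover counting error only.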

We obtained 18,509,803 raw reads from the small RNA library of J2 juveniles of *M*. *incognita*. After removing low-quality bases, contaminants and masking adaptor sequences, we obtained 16,020,648 clean reads. 

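In the J2 library, 22 nt was the most frequent length of distinct mapped tags, with 40111 of 232315 tags (17.3%, interval 17.1% to 17.4%). Tags of 23 nt made up 13.5% and tags of 24 nt 5.75%. Lengths ran from 18 to 30 nt, and 87.7% of the tags (interval 87.6% to 87.9%) were 18 to 23 nt long. These shares count each tag once, whatever its number of reads. On the mature arms of the microRNAs the most frequent length was 18 nt, with 194 of 1128 distinct tags (17.2%, interval 15.0% to 19.5%), against 12.1% outside the precursors. The window that defines mature tags has room for more different short tags than long ones. Tags outside the precursors face no such limit, so these shares are not like for like.

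**Figure D1:**
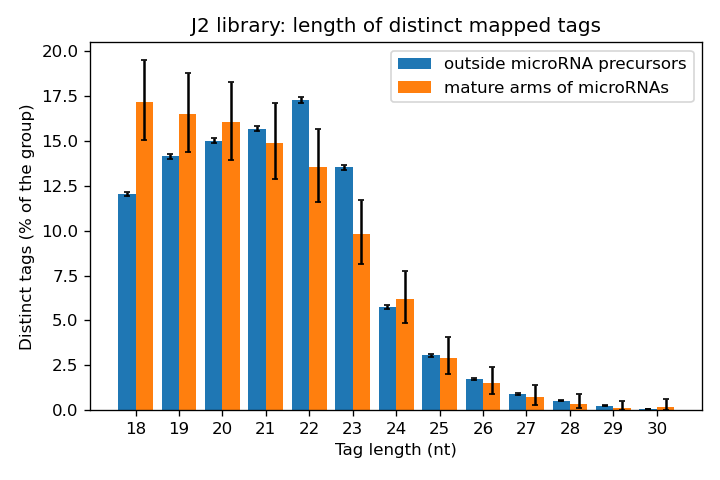
Share of distinct mapped tags (%) at each tag length (nt) in the J2 library, for tags outside microRNA precursors and on mature arms. Bars are shares and lines are exact 95% intervals. Tags outside the precursors peak at 22 nt with 17.3%, and mature arms are highest at 18 nt with 17.2%. The window for mature tags leaves room for more short tags than long ones.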

The clean reads were mainly distributed between 15 and 23 nt (15,005,173, 93.7%) and had a peak length of 23 nt (Fig 1A). We were able to group the clean reads into 761,538 unique tags based on their sequence similarity. 

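Tag number 1 of the J2 library was 23 nt long and lay at 1 place, from 3647 to 3669 on the plus strand of contig 1924 (MiV1ctg in the WS205 draft). This is the mature arm of miR-100b, whose sequence is AACCCGUAGAUCCGAACUAGUCU. Tag number 6, at 22 nt, had the same first base and ended 1 base earlier. Altogether 35 distinct tags lay on the mature arm of miR-100b.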

The most abundance sequence tag had 1,925,637 reads. 90.6% of the clean reads (14,515,814) can be mapped onto the draft genome sequences of *M*. *incognita* using bowtie [28] with no mismatches (-v 0).

**Fig 1:**
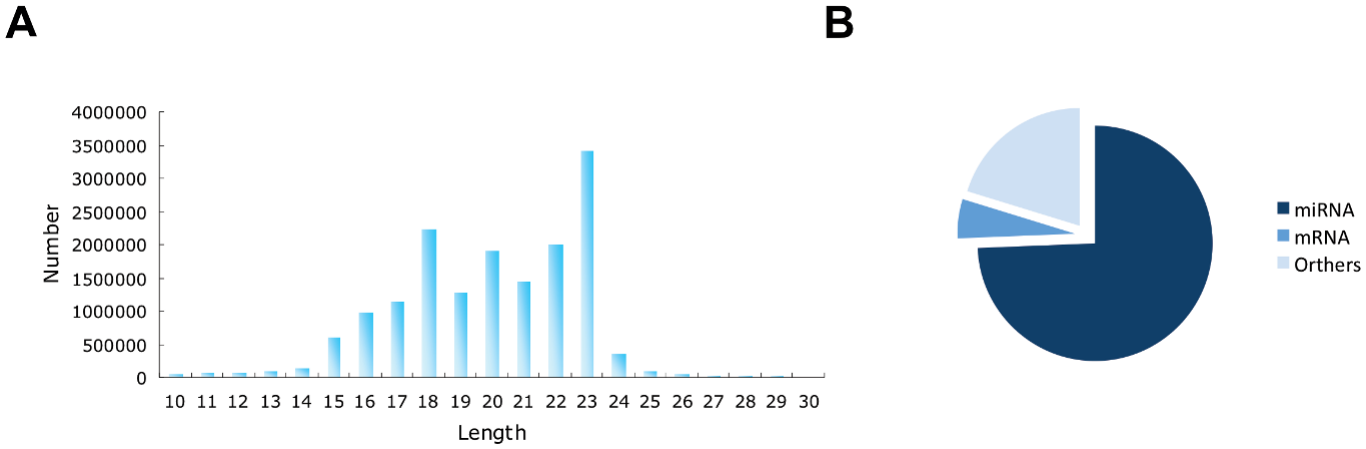
General description of the small RNA sequences of *M*. *incognita*. (A) Size distribution of the raw reads of *M*. *incognita* small RNAs. (B) Classification of the small RNA reads.

To annotate the small RNAs, we aligned the clean reads against the microRNAs, tRNA, rRNA, snRNA and mRNA sequences of *M*. *incognita* and then counted the reads of each class. There were 74.35%, 5.38% and 1.10% of clean reads mapped to predicted microRNA, protein encoding and tRNA genes, respectively. There were 19.14% of clean reads mapped to other classes, including rRNA, snRNA, and siRNA (Fig 1B). There were 9.4% of clean reads that were unable to be mapped to the *M*. *incognita* genome with no mismatches. The top 10 most abundance sequence tags were all microRNAs. 

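Of the 10 lowest-numbered tags in the J2 library, 9 lay on the mature arms of microRNAs in S1 Table. Those of miR-71 were 5 tags, which all began at 43319 on contig 20 and were 19, 20, 21, 22 and 23 nt long. There were 2 tags of miR-100b, 1 of miR-124 (18 nt, contig 2706, from 1563 to 1580) and 1 of miR-1 (18 nt, contig 1024, from 12017 to 12034). Tag number 10 was 23 nt long, lay from 167184 to 167206 on the plus strand of contig 17, and had 2 places. That place is in no precursor of S1 Table.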

The lengths of the microRNA reads were mainly distributed between 18 and 23 nt, which include 86.34% of the total microRNA reads (Fig 2).

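Among the 1772 distinct J2 tags on the precursor strand of the 102 entries of S1 Table, 87.5% were 18 to 23 nt long (interval 85.8% to 89.0%). The share was 88.0% for the tags on the mature arms alone. It was 87.7% for the J2 tags outside the precursors, so this share does not set microRNA tags apart. These shares count distinct tags, while the paper's share counts reads. The mapped J2 tags include none shorter than 18 nt, so the 2 measures are not like for like. The microRNA tags were 0.763% of all distinct mapped tags (interval 0.728% to 0.799%).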

**Fig 2:**
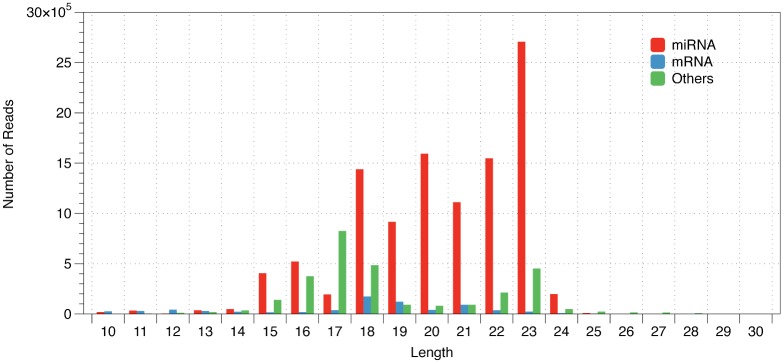
Size distribution of reads from microRNA, protein encoding genes and others.

### Identification and validation of microRNA genes of *M*. *incognita*

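All 71 microRNA names of S1 Table had at least 1 distinct tag on the mature arm in the J2 library. S1 Table was drawn from reads of this same library, and its tags set nearly every mature position. The count of 71 was therefore largely fixed in advance. Among those with a family name, the number of distinct tags ran from 48 for miR-71 and 35 for miR-100b to 3 for miR-76. Without a family name, the microRNA from 5448 to 5471 on contig 602 had 88 and the one from 9480 to 9497 on contig 1640 had 1. For 101 of the 102 entries a tag of exactly the mature length marked the mature position. The remaining entry, on contig 418, was placed from its window in S1 Table.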

We identified 102 candidate microRNA genes of *M*. *incognita* (S1 Table) using miRDeep2 with a score of more than 0. We then predicted the mature microRNA from precursor microRNAs. The mature microRNAs were from 18 to 24 nt in length. 

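Over the 70 distinct mature sequences of S1 Table, 22 nt was the most frequent length with 20 sequences. There were 12 sequences each of 20 and 23 nt, 8 of 18 nt and 7 of 24 nt. For 69 of the 71 names, the lowest-numbered mature tag was the tag of the mature length that had set the mature position. Its sequence was taken from that position and was not read directly. The lowest-numbered tag of miR-72 was instead an 18 nt tag, number 18, with the same first base as the 23 nt mature sequence.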

We noted a significant bias of A and U at the first position of mature microRNAs (Fig 3B). 

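In S1 Table, 52 of the 102 mature sequences began with U, 40 with A, 7 with C and 3 with G, so 92 (90.2%, interval 82.7% to 95.2%) began with A or U. Copies of 1 gene are not independent, so the test used the 70 distinct sequences, of which 63 (90.0%, interval 80.5% to 95.9%) began with A or U. At the other positions of the same sequences A and U made up 57.4% of bases. The exact two-sided binomial test against that share gave p = 3.25e-09.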

94 out of 102 mature microRNAs started with A or U (41 microRNAs started with A, 53 microRNAs started with U). The other parts of precursor microRNAs besides mature microRNAs usually undergo the degradation process. As a result, the mature microRNA had a significantly deeper coverage than those of the other parts of microRNA genes, such as the star microRNA (miRNA*), the other strand of mature microRNA on the hairpin structure of precursor microRNA, and loop sequences (the sequences between mature miRNA and miRNA*). Most of the putative pre-miRNAs had a very high read depth in mature arm and a much low depth in the other arm with a typical hairpin structure (Fig 4).

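For all 71 microRNAs the lowest tag number lay on the mature arm rather than on the star arm in the J2 library. The mature arms held 1154 distinct tags, summed over the microRNAs, the star arms 456 and the loops 54, so mature tags were 69.4% of these 1664 (interval 67.1% to 71.6%). A star tag was present for 55 microRNAs. The arms were named from reads of this same library, and the mature position was set through its lowest-numbered tag of the mature length, so the count of 71 was largely fixed by how the arms were defined. By the ratio of lowest tag numbers the star arm came closest for miR-86, with 131 on the mature and 135 on the star arm, then for the microRNA from 50335 on contig 94 (3793 and 4247), the one from 24486 on contig 33 (4804 and 5934) and miR-137 (185 and 244). On miR-124 the mature arm had tag number 2 and the star arm number 483, with 12 distinct star tags. By the count of distinct tags, an alternative chosen after seeing the data, 65 of 71 microRNAs had more mature than star tags. The paper reasons that the other parts of the precursor are usually degraded, which leaves the mature arm with the deeper coverage.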

**Fig 3:**
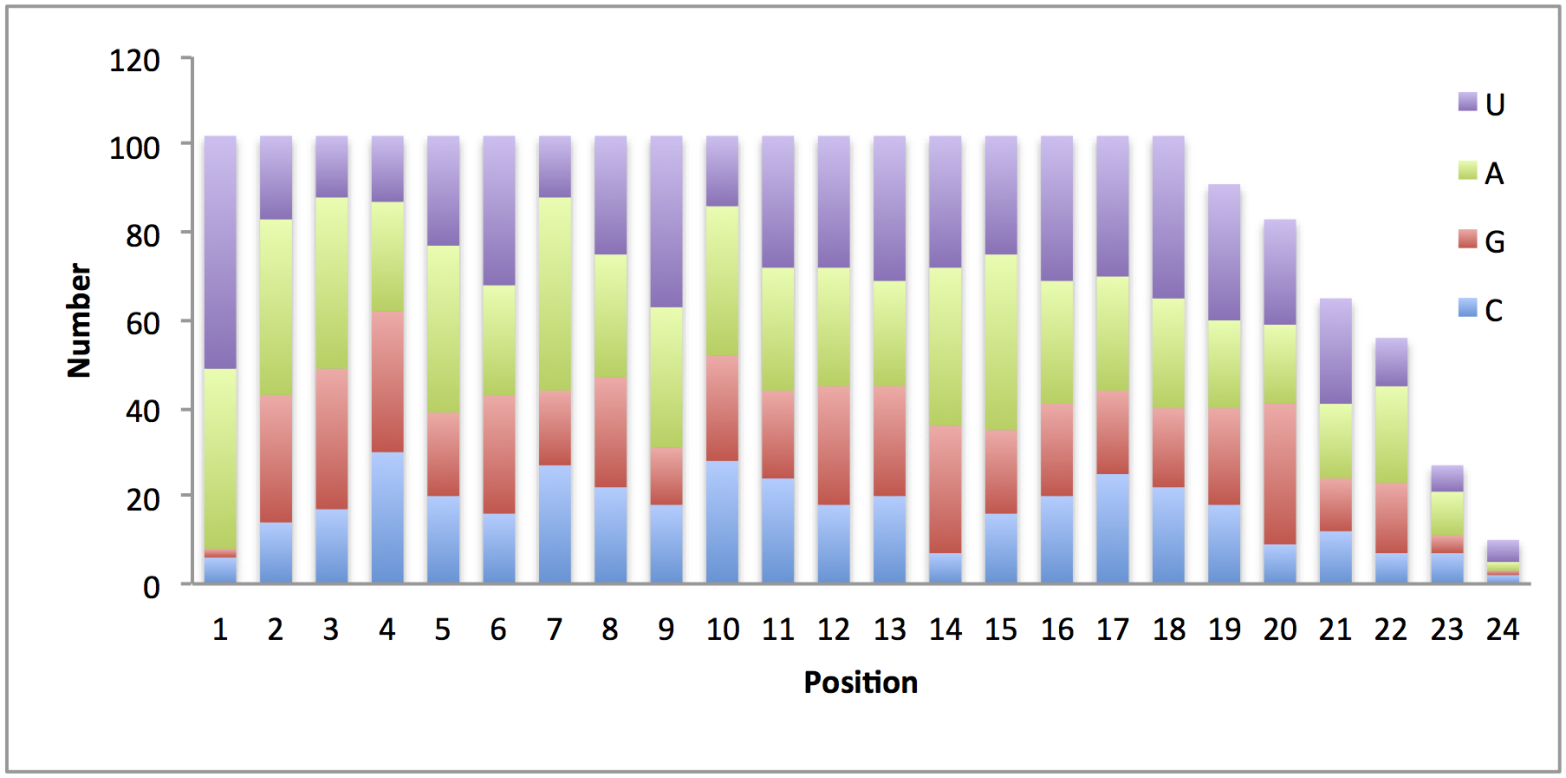
Distribution of bases at each position of mature microRNAs. The first base of mature microRNA tend to be A and U.

**Fig 4:**
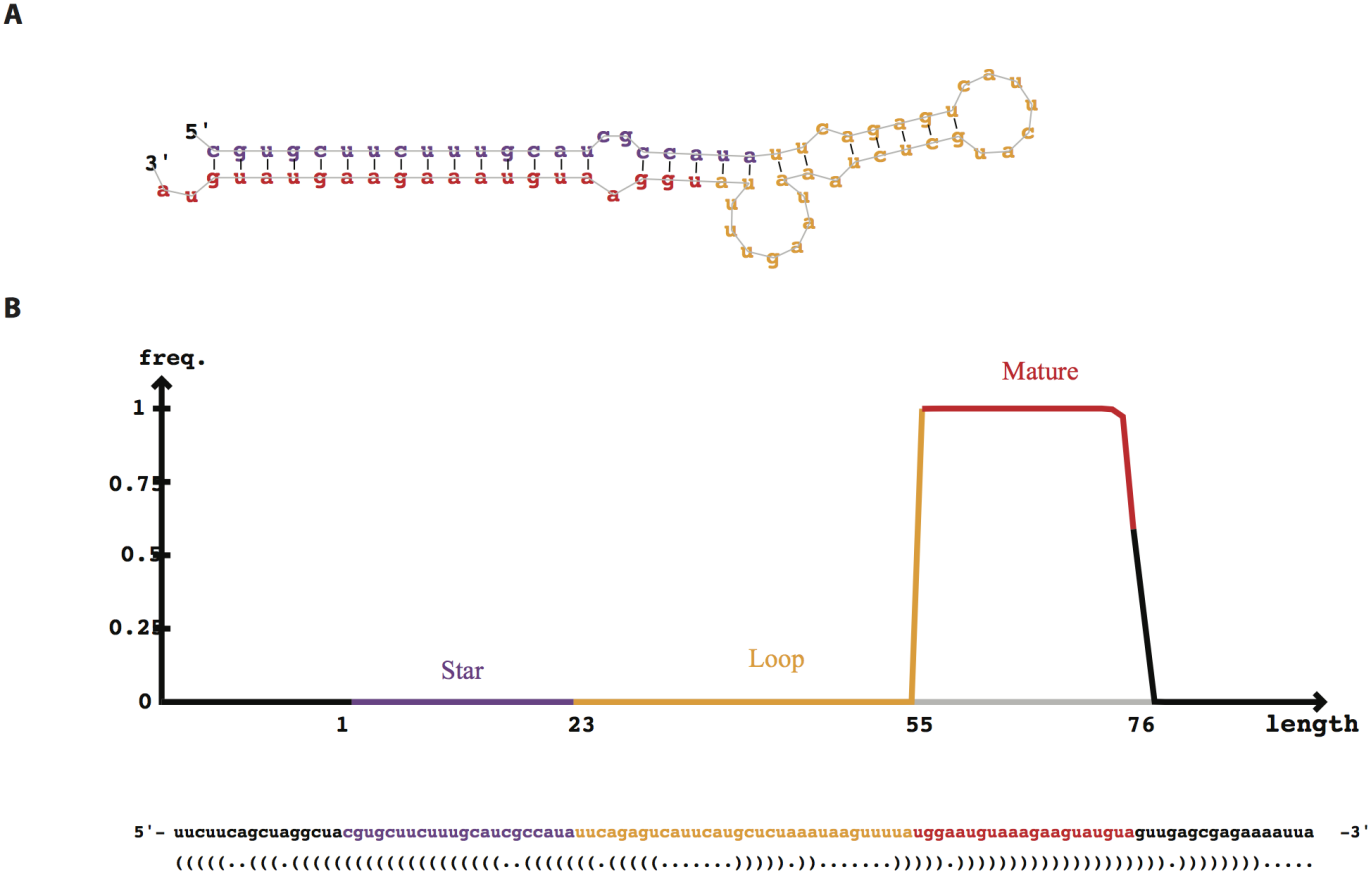
*min-miR-1* hairpin structure and sequencing profile. (A) Hairpin structure predicted with RNAfold. (B) Proportion of small RNA tags mapped to the pre-miRNA of *min-miR-1*.

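On the miR-1 precursor, from 11964 to 12034 on the plus strand of contig 1024, the J2 library had 23 distinct tags on the mature arm and 7 on the star arm. No tag lay in the loop. The lowest tag number was 9 on the mature arm and 5326 on the star arm.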

Based on mature microRNA sequence, we were able to group 102 microRNAs into 71 unique microRNA genes. Among them, 25 microRNA genes had multiple copies in the draft genome of *M*. *incognita*. 

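The 102 entries of S1 Table carried 71 names and 70 distinct mature sequences, because 1 sequence stands under a pair of names. There were 25 names with several copies, at most 4 copies for 1 name. For 22 names the copies lay on different contigs. A tag from such a microRNA maps to each copy, so the tags of miR-71 on contigs 20 and 221 cannot be assigned to 1 of them.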

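The 27 microRNAs with a miRBase family name ran from the 1st to the 69th of 71 positions in the order of tag numbers in the J2 library. miR-100b had tag number 1, miR-124 number 2, miR-71 number 3, miR-1 number 9, miR-92 number 15 and miR-72 number 18. Further down were miR-252 (31), miR-2a (32), miR-87 (49), miR-2b (50), miR-100a (51), miR-184 (64), miR-50 (78), miR-279 (81) and miR-81 (86). The highest numbers among them belonged to miR-240 (5235), miR-76 (20139) and miR-790 (28812), on which 6, 3 and 4 distinct mature tags lay.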

From those 71 unique miRNAs, we identified 27 known miRNA families, which are known in the miRBase database (Table 1).

**Table 1:** Known miRNA families identified in *M*. *incognita*.

Name	Mature	Length	GC%	Reads number
*miR-71*	ugaaagacauggguaguugaga	22	40.9%	3489388
*miR-100b*	aacccguagauccgaacuagucu	23	47.8%	2870101
*miR-124*	uaaggcacgcggugaaug	18	55.6%	1639977
*miR-1*	uggaauguaaagaaguau	18	27.8%	880854
*miR-72*	aggcaagauguuggcauugcuga	23	47.8%	495031
*miR-92*	uauugcacucguuucggccu	20	50.0%	313210
*miR-252*	cuaaguaguagugccgcauuuaa	23	39.1%	65196
*miR-2a*	uaucacagccugcuuuagcgua	22	45.5%	57375
*miR-87*	gugagcaaaguuucaggugugc	22	50.0%	42872
*miR-100a*	uacccguagauccgaacuaguc	22	50.0%	28784
*miR-2b*	uaucacaguucgauauggcc	20	45.0%	25154
*miR-50*	ugauaugucuuguauucuug	20	30.0%	20539
*miR-184*	uggacggaagucugauaaggag	22	50.0%	17866
*miR-81*	ugagaucauaccagaucac	19	42.1%	15488
*miR-86*	uaagugaauaucuugccacaagcu	24	37.5%	9234
*miR-279*	ugacuagauccacacucaucu	21	42.9%	9908
*miR-137*	agguauucuccguggugaugaca	23	47.8%	6368
*miR-59*	acgaaucguuugcacaucgguguu	24	45.8%	6103
*miR-79*	auaaagcuagauuaccagag	20	35.0%	5635
*miR-67*	ucacaacccccuagaguucgcua	23	52.2%	5292
*miR-239*	uuuguacuagccaaaaugucugca	24	37.5%	4576
*miR-36*	ucaccgggaauuuauucaug	20	40.0%	698
*let-7*	ugagguaguagguuguauaguu	22	36.4%	223
*miR-242*	uugcguaggcaucuugucag	20	50.0%	121
*miR-240*	cacuggccuuucaaaccu	18	50.0%	60
*miR-76*	uucguuguuucugaaaccugaa	22	36.4%	12
*miR-790*	acgguuugacaaaguuau	18	33.3%	9

We selected 5 microRNAs for validation using RT-PCR, including 3 known microRNAs and 2 novel microRNAs of *M*. *incognita*. All of the 5 microRNAs could be detected using real time RT-PCR with the mature microRNAs as a primer. The microRNA expression was determined using real time RT-PCR by 2^-ΔCt^ measurements. The expression levels of four microRNAs, *miR-71*, *miR-100b*, *NOVEL-1* and *NOVEL-2*, were consistent with those obtained by high-throughput sequencing. 

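The lowest mature tag number in the J2 library was 3 for miR-71 and 1 for miR-100b. For the pair without a family name in Fig. 5 it was 24 for the mature sequence from 99327 to 99346 on contig 27 and 43 for that from 3464 to 3484 on contig 422. These mature arms held 48, 35, 24 and 17 distinct tags in the same order. By the primers of S2 Table, the RT-PCR products span the precursors. They held 14 of 22 mature bases for miR-71 and 7 of 23 for miR-100b, so RT-PCR and tag numbers do not measure the same RNA.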

The expression levels of *miR-71* and *miR-100b* were much higher than those of *NOVEL-1* and *NOVEL-2* in both results of sequencing and qRT-PCR. However, the expression abundance of let-7 detected by real time RT-PCR is much higher than that by high-throughput sequencing (Fig 5).

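The lowest tag number on let-7 in the J2 library was 2244, on the mature sequence from 4092 to 4113 of contig 1924, which placed it 49th among the 71 microRNAs. The let-7 mature arm held 12 distinct tags. The RT-PCR product for let-7 held only 3 of its 22 mature bases, so it spans the precursor rather than the mature sequence. Let-7 is a regulator of developmental timing in nematodes.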

**Fig 5:**
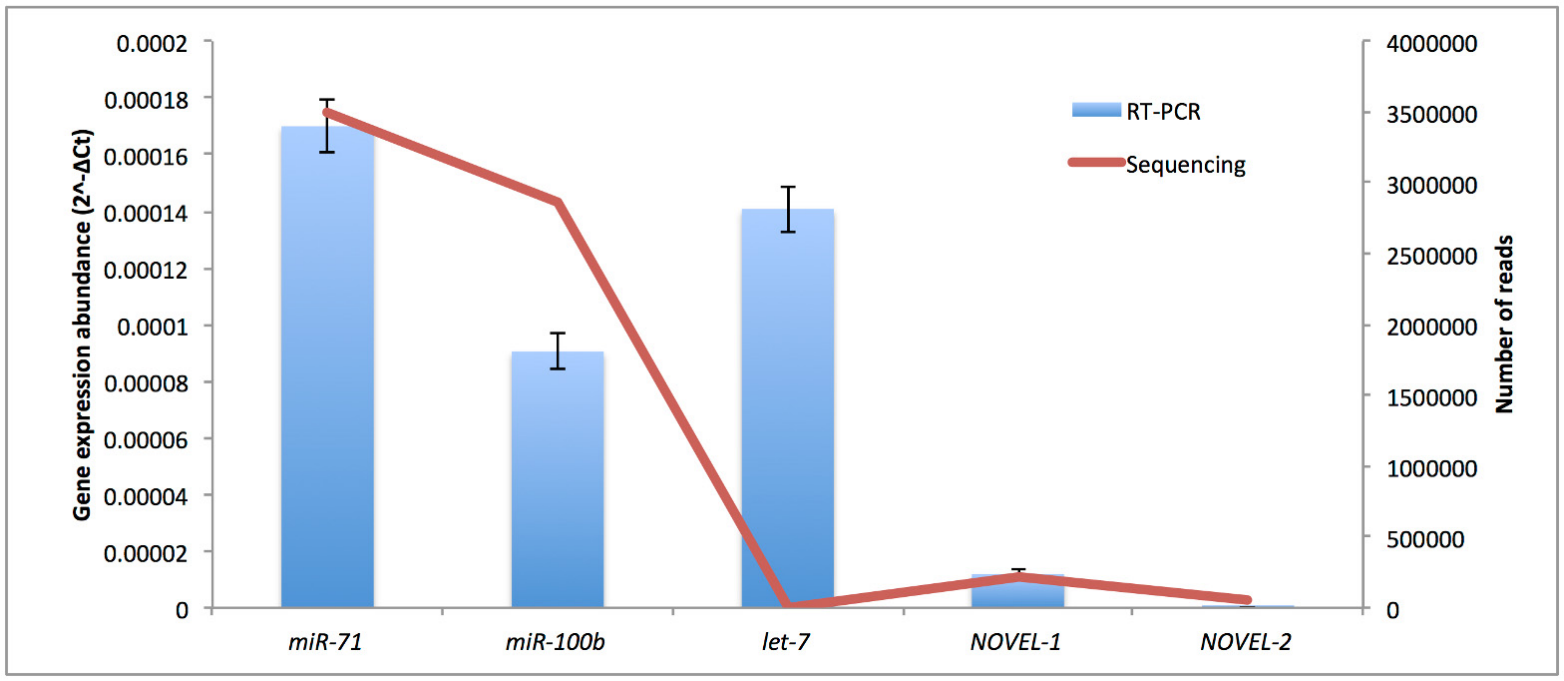
The expression abundance of microRNAs detected by real time RT-PCR (bars) and by high-throughput sequencing (lines).

### Identification of microRNA clusters in *M*. *incognita*

MicroRNAs are often clustered in the genome [30]. 

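With members under 2000 bp apart on 1 contig, S1 Table gave 9 groups of different microRNAs. Of these, 7 had all members on 1 strand, a condition added after seeing the data. The other 2 groups, on contigs 422 and 86, paired microRNAs without a family name on opposite strands. The members of a group could differ widely in tag number in the J2 library. On contig 2865, miR-240 had a lowest number of 5235 and its neighbour 1997, while on contig 1143 the 3 members had 213, 310 and 265.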

We identified seven microRNA clusters in *M*. *incognita* genome (Table 2), and four of them were also found in other species.

**Table 2:** List of the miRNA clusters of *M*. *incognita*.

Contig	Position	Strand	Cluster	Reported in other nematode
MiV1ctg20	43319–43619	+	*miR-71-1*	*H*. *contortus* [48]
			*miR-2a-1*	
MiV1ctg221	69290–69588	-	*miR-71-2*	
			*miR-2a-2*	
MiV1ctg1924	3647–4158	+	*let-7*	*B*. *malayi* [41]
			*miR-100*	
MiV1ctg644	18822–19030	-	*miR-279*	*B*. *pahangi* [48]
			*miR-2b*	
MiV1ctg27	99326–99923	-	*NOVEL-1-1*	
			*NOVEL-39*	
MiV1ctg2865	1792–2014	+	*miR-240*	
			*NOVEL-30*	
MiV1ctg1143	4187–4580	+	*NOVEL-12*	
			*NOVEL-11*	
			*NOVEL-14*	

*MiR-100* orthologues are often found in clusters with *let-7* and the clusters range in size from ~300 to 4000 bp [41]. The microRNA cluster *let-7* and *miR-100* has been found in *Brugia malayi* [41], *Drosophila* [42] and humans [43]. In the *M*. *incognita* genome, the *miR-100* is clustered within ~350 bp of *let-7*. 

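The miR-100b precursor lay from 3647 to 3734 and the let-7 precursor from 4092 to 4157 on the plus strand of contig 1924, with 357 bp between them. Tags from the pair differed in abundance order, with lowest tag numbers of 1 for miR-100b and 2244 for let-7 in the J2 library.

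**Figure D2:**
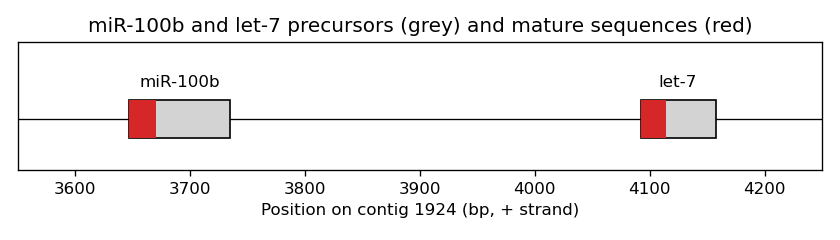
Map of contig 1924 (position in bp) with the miR-100b and let-7 precursors in grey and their mature sequences in red. Both mature sequences lie at the 5′ end of their precursors, which are 357 bp apart.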

Many organisms express multiple *miR-100* paralogues. There are four paralogues (*miR-100a* through 100d) in *B*. *malayi*. We have identified 3 *miR-100* paralogues in *M*. *incognita*. 

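The 3 entries in S1 Table were miR-100b and 2 copies of miR-100a, 1 of them with its mature sequence from 185527 to 185548 on contig 33. miR-100a, UACCCGUAGAUCCGAACUAGUC, and miR-100b differ by U1A, counted from 1 at the 5′ end of miR-100a, and miR-100b is 1 base longer. Bases 2 to 8 of both are ACCCGUA. In the J2 library the lowest mature tag number was 51 for miR-100a, with 26 distinct tags.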

The sequences alignment of the *miR-100* orthologues from human, fly, *B*. *malayi*, *A*. *suum*, *B*. *xylophilus*, and *M*. *incognita* showed that the seed sequence, ACCCGUA, conserved in these species (Fig 6A). It is interesting that *miR-100* has been lost in free living nematodes such as *C*. *elegans* [44] and *P*. *pacificus* (Fig 6B).

**Fig 6:**
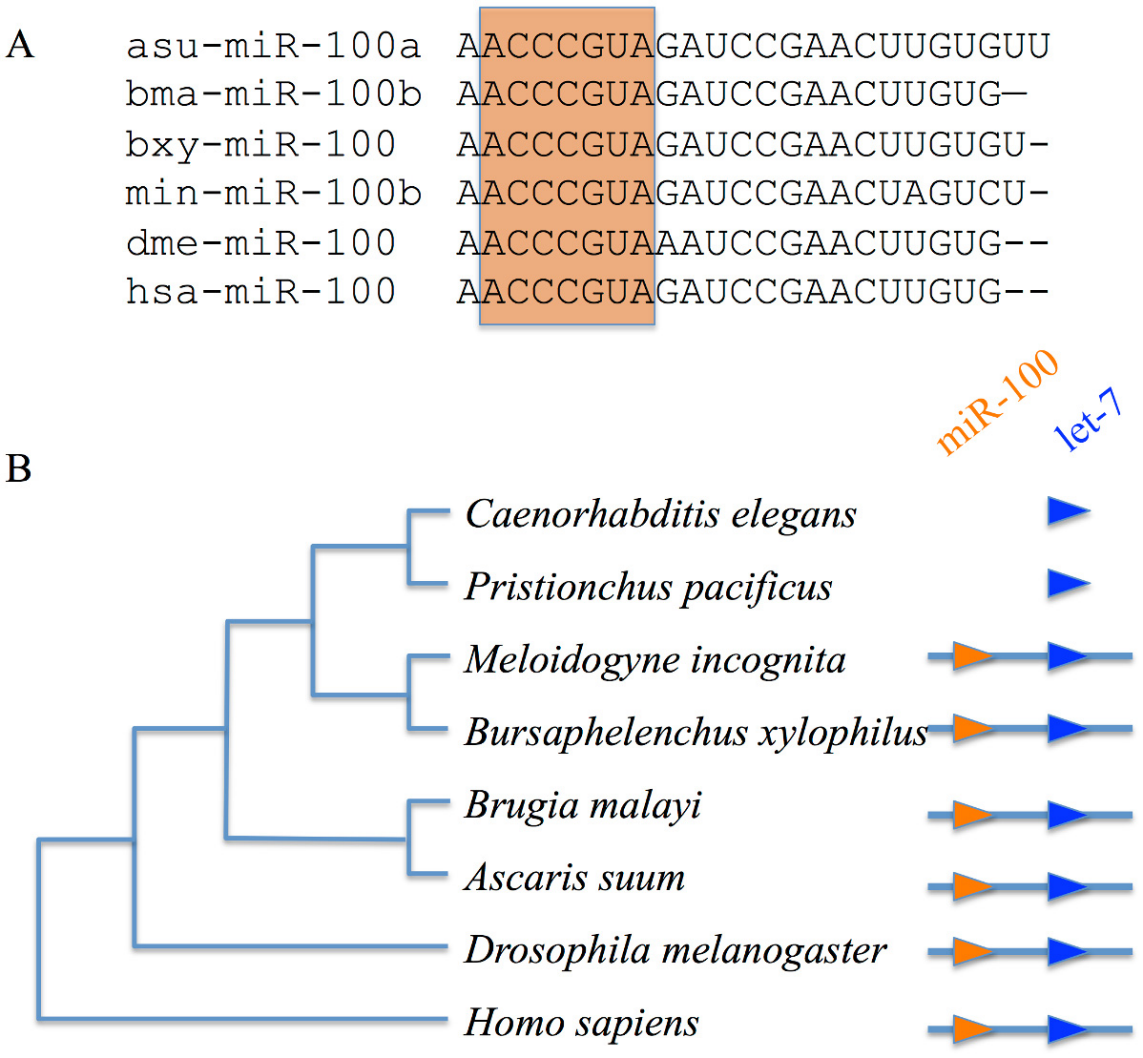
Conservation of *miR-100*, in sequence and genomic organization. (A) Sequence alignment of *miR-100* microRNAs among different species (asu-: *A*. *suum*, bma-: *B*. *malayi*, bxy-: *B*. *xylophilus*, min-: *M*. *incognita*, dme-: *D*. *melanogaster*, has-: *H*. *sapiens*). The seed sequences indicated with red square area. (B) *miR-100* and *let-7* were clustered together in diverse animals but the *miR-100* had lost in the common ancestor of *C*. *elegans* and *P*. *pacificus*.

The *miR-71*/*miR-2* cluster is found in two locations in *M*. *incognita*. 

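On contig 20 the miR-71 precursor lay from 43319 to 43446 and the miR-2a precursor from 43534 to 43618 on the plus strand. On contig 221 the miR-2a precursor lay from 69291 to 69373 and the miR-71 precursor from 69461 to 69588 on the minus strand, so miR-71 came first in the direction of transcription at both places. In the J2 library, miR-71 had a lowest tag number of 3 and miR-2a of 32, with 19 distinct mature tags on miR-2a.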

Previous functional analysis showed that *Drosophila miR-2* is associated with the suppression of embryonic apoptosis [45]. The *miR-71* of *C*. *elegans* is related to lifespan, stress response [46]. The *miR-71* of *C*. *elegans* also was reported to function in neurons to promote germline-mediated longevity and facilitates the localization and activity of DAF-16 in the intestine [47]. The *miR-71*/*miR-2* cluster was also found in *H*. *contortus* [48], which also suggest the functional linkage of these two miRNAs.

The *miR-279* and *miR-2b* were also in a close cluster in *M*. *incognita*. 

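On the minus strand of contig 644 the miR-279 precursor lay from 18958 to 19030 and the miR-2b precursor from 18823 to 18880. The lowest mature J2 tag number was 81 for miR-279 and 50 for miR-2b, with 12 distinct mature tags on each.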

The *miR-279* was reported to regulate the JAK/STAT pathway to drive rest:activity rhythms in *Drosophila* [49].

### The highly expressed microRNA genes in *M*. *incognita*

Few microRNA genes are highly expressed in our sequencing data. 

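Ordered by the lowest mature tag number in the J2 library, the first 10 microRNAs were miR-100b, miR-124, miR-71, miR-1, miR-92, miR-72, the microRNA from 99327 on contig 27, miR-252, miR-2a and the microRNA from 3464 on contig 422. All 10 are also the 10 with the most mature reads in S1 Table, which are the paper's values. Their order was not the same, and miR-71 was 1st by reads and 3rd by lowest tag number. The lowest tag number follows 1 tag and not all reads of a microRNA, and miR-71 held 5 of the 10 lowest-numbered tags. Across the 71 microRNAs, the lowest tag number and the paper's mature reads had a Spearman's rho of -0.98 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The relation is across genes, which are not independent replicates. Reads and tag numbers come from the same library, so the shared first 10 and this relation bear on what tag numbers mean. They are no separate evidence of abundance. The lowest of many tags is lower by construction. The relation was therefore repeated, after seeing the data, with 1 tag of the mature length per microRNA, and rho was -0.97 over 70 microRNAs. That tag was itself the lowest-numbered of its length near the listed window, so the repeat reduces this effect but does not remove it. For the number of distinct tags rho was 0.74 (p = 1e-05 from the same permutation test), and only 4 of the paper's 10 were among the 10 with the most distinct tags. Of these 2 relations, both had an adjusted p of 1e-05 by Benjamini-Hochberg.

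**Figure D3:**
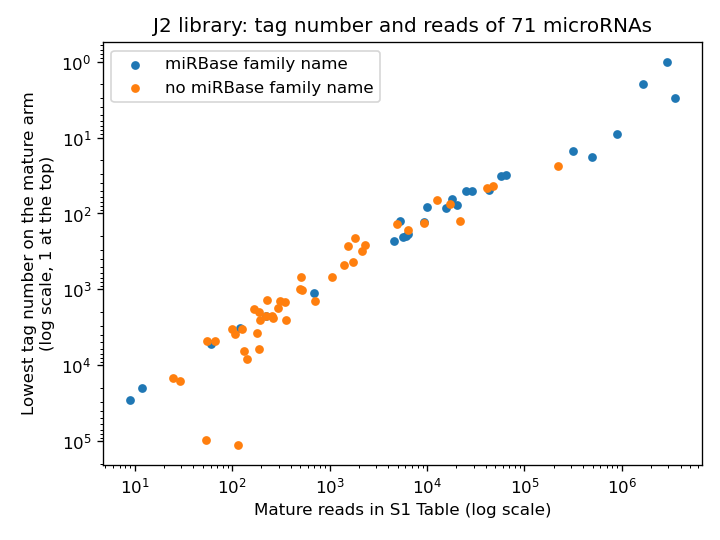
Lowest tag number on the mature arm in the J2 library (log scale, 1 at the top) against the mature reads in S1 Table (log scale) for 71 microRNAs; each point is 1 microRNA. Numbers rise as reads fall (rho -0.98), and 2 points without a family name lie at numbers near 100000, apart from the rest.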

The numbers of reads for the top 10 abundance microRNAs are shown in Fig 7. The first two abundance microRNAs, *miR-71* and *miR-100b*, have 6,359,489 reads, which are approximately 50% of the total clean reads. The very high expression level indicated that these miRNAs may be important to the life of *M*. *incognita*. 

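In the J2 library the lowest mature tag number was 1 for miR-100b and 15 for miR-92, with 35 and 25 distinct mature tags. miR-100a had number 51. The mature sequence of 1 copy of miR-92 lay from 14561 to 14580 on the plus strand of contig 10.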

Interestingly, there are two microRNAs, *miR-100* and *miR-92*, that were highly expressed in *M*. *incognita*, but were lost in *C*. *elegans*.

**Fig 7:**
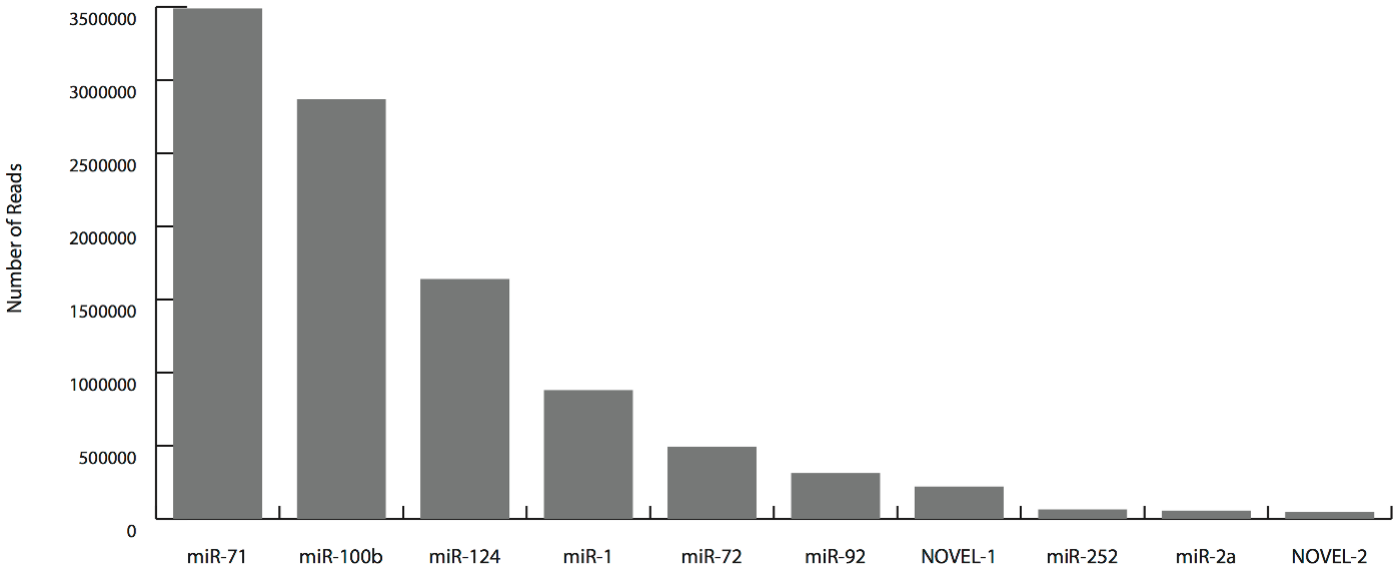
The top 10 abundance miRNAs in *M*. *incognita* J2 library

The most expressed microRNA, *miR-71*, has important roles in extending the life span in *C*. *elegans* after germline removal [47]. The *miR-71* regulates the DAF-16/FOXO in neurons to enhance germline-mediated longevity [47]. It has also been reported that *miR-71* can target the TIR-1/Sarm1 adaptor protein to inhibit calcium signaling pathway [50].

The second most expressed microRNA, *miR-100*, was found to be an oncogene in human, which is differently expressed in many cancer cells [51]. In nasopharyngeal cancer, *miR-100* regulates the expression of Polo-like kinase 1 [52]. In adrenocortical cancer cells and in clear cell ovarian cancer, *miR-100* targets mTOR [53]. In acute myeloblastic leukemia, *miR-100* targets the RBSP3 to regulate cell differentiation and survival [51].

The third highly expressed microRNA, *miR-124*, may function in the neural cell. The human *miR-124* is the most abundant microRNA expressed in neuronal cells although the differentiation was not affected by the changing of *miR-124* expression in neural cells [54]. The mice *miR-124* regulated the temporal progression of adult neurogenesis. Suppressing *miR-124* function during regeneration caused hyperplasias and neurogenesis delay in mice [55].

The fourth abundant microRAN, *miR-1*, is a muscle-specific microRNA. The *miR-1* controls both pre- and postsynaptic function in *C*. *elegans* neuromuscular junctions [56]. The *miR-92* gene has been found in *B*. *malayi* and *A*. *suum*. It is also a key oncogenic gene in colon cancer in humans [57].

### Lack of piRNA and piRNA pathway components in *M*. *incognita*

piRNAs are critical microRNAs for germ line cell development in many species. The generation of piRNAs employed a distinct mechanism that does not involve Dicer [58]. In *C*. *elegans*, piRNA orthologs are only 21 nt in length with a 5' terminal U, which are known as 21U-RNAs. The piRNAs are not conserved at the sequence level among other *Caenorhabditis* species and do not have significant complementarity to targets [20]. Piwi proteins and piRNAs have been found in worms, flies, sponges, and humans [59]. PiRNAs interact with Piwi proteins to form RNA-protein complexes. The Piwi Argonaute ortholog PRG-1 is required for interaction with piRNAs [60]. The piRNA-Piwi protein complex has been reported to play an important role in silencing the retrotransposons in germ line cells through regulating both epigenetic and post-transcriptional pathways, particularly those in spermatogenesis [61].

However, in our small RNA sequencing results of the J2 library for *M*. *incognita*, we did not found any small RNAs with characteristics of piRNAs. Moreover, the Piwi-clade Argonaute orthologs could not be found in *M*. *incognita* genome (Fig 8). 

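Among the 230453 distinct J2 tags outside the microRNA precursors, 15.7% were 21 nt long (36171 tags, interval 15.5% to 15.8%). The share was 15.0% at 20 nt and 17.3% at 22 nt, so 21 nt lay between its neighbours and was not a peak. Among the 118868 of these tags with 1 place, 15.8% were 21 nt long, 15.0% were 20 nt and 17.5% were 22 nt. The table gives no sequences outside S1 Table, so the share of 21 nt tags with a first U was not analysed here.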

Recently, the HEN1 ortholog henn-1 was identified and proved to be required in piRNAs pathway in *C*. *elegans* [62]. However, we failed to detect any ortholog of the HEN1 methyltransferase in *M*. *incognita* genome. Notably, the Piwi-clade Argonaute and HEN1 orthologs are also not found in the parasite nematode *B*. *malayi* [63] and *A*. *suum* [64]. It was hypothesized that the piRNA pathway may be lost in *A*. *suum* [64]. In a very recent study, it is also indicated that piRNAs exist only in nematode *C*. *elegans* and closely related nematodes, and absent in all other nematode lineages [65]. The lacking of piRNAs and piRNA pathway components imply that the piRNA pathway may also be lost in *M*. *incognita*.

**Fig 8:**
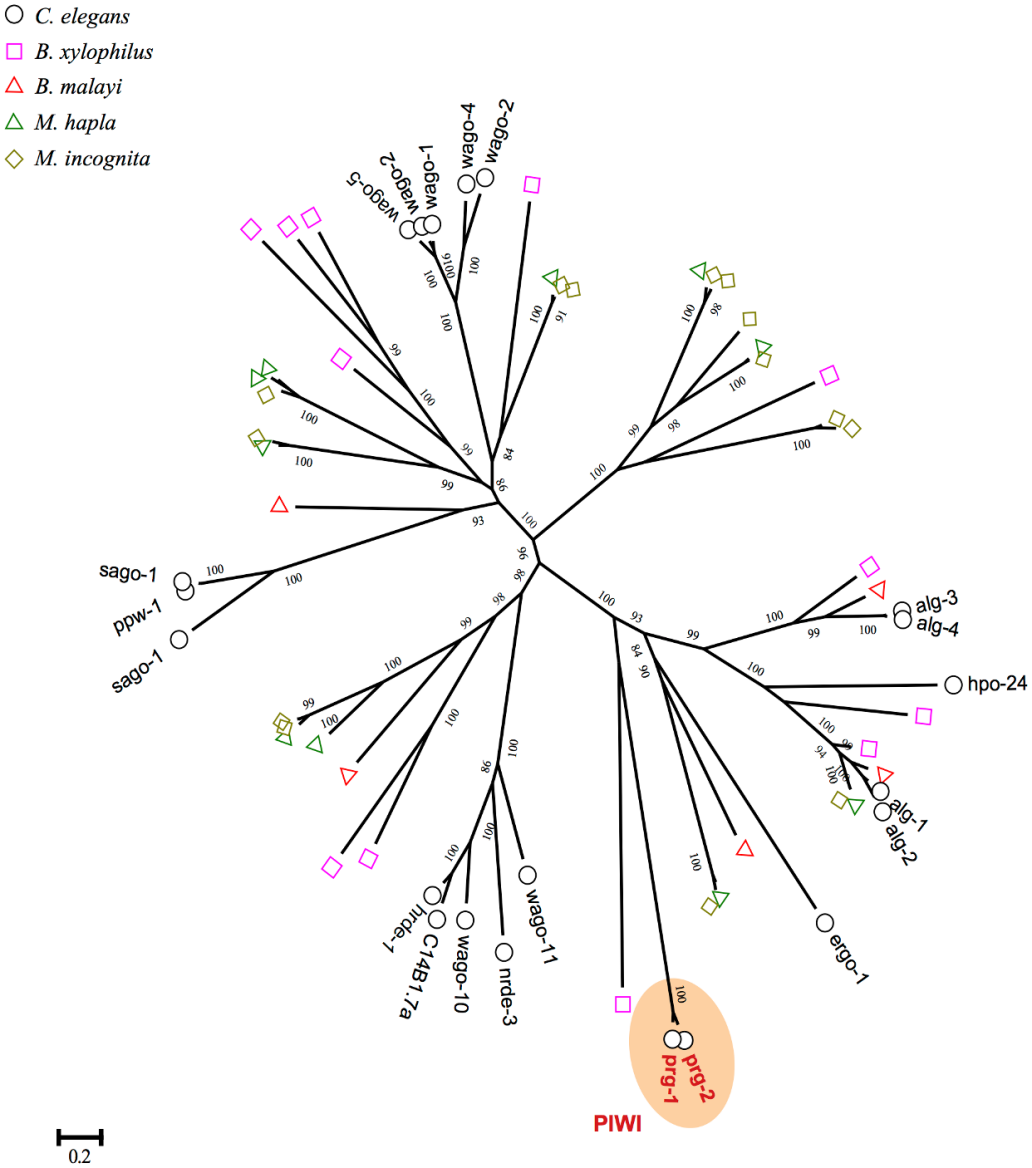
*M*. *incognita* lacks Piwi-clade argonaute proteins, which is essential for Pi-RNA biosynthesis. All of argonaute proteins, containing Piwi and PAZ domain, were identified from the genome of *C*. *elegans*, *B*. *xylophilus*, *B*. *malayi*, *M*. *hapla* and *M*. *incognita* and the multiple sequences alignment were carried out using mafft with default parameters. The phylogenetic tree was constructed using PhyML and the number on the branch indicated the bootstrap values.

### Conservation of miRNAs of *M*. *incognita* in other nematodes

We examined how *M*. *incognita* miRNAs were conserved in other four nematodes species: *C*. *elegans*, *A*. *suum*, *B*. *malayi* and *P*. *pacificus*. Table 3 shows how *M*. *incognita* microRNAs exist at least in one other nematodes genome. There are 26 *M*. *incognita* microRNAs conserved in at least one other nematode genome. However, only seven *M*. *incognita* microRNAs are conserved in all five nematodes: *let-7*, *miR124*, *miR-2*, *miR-71*, *miR-72*, *miR-79*, *miR-87*. 

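Of the 26 families in Table 3, 25 have an entry in S1 Table, and each of these had a mature tag in the J2 library. S1 Table was drawn from this same library, so that outcome was largely fixed in advance. No entry of S1 Table is named miR-49, so no value is given for it.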

There are four microRNAs, *miR-100*, *miR-92*, *miR-279* and *miR-137*, which exist only in genomes of parasitic nematodes *A*. *suum*, *B*. *malayi*, *P*. *pacificus* and *M*. *incognita*, but do not exist in the genomes of the free living nematode *C*. *elegans*. These four microRNAs may have an important function in the parasite process.

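In the J2 library the lowest mature tag number was 1 in the miR-100 family, 15 for miR-92, 81 for miR-279 and 185 for miR-137. The numbers of distinct mature tags were 25 for miR-92, 12 for miR-279 and 15 for miR-137. In Table 3, 5 families have no mark for C. elegans, these 4 and miR-184, which had tag number 64.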

**Table 3:** miRNAs of *M*. *incognita* conserved in other nematodes.

mir	min	cel	asu	bma	ppc
*let-7*	*	*	*	*	*
*miR-100*	*		*	*	
*miR-124*	*	*	*	*	*
*miR-137*	*		*	*	
*miR-184*	*		*		
*miR-1*	*	*	*		*
*miR-239*	*	*			*
*miR-240*	*	*			*
*miR-242*	*	*			*
*miR-252*	*	*	*		*
*miR-279*	*		*	*	*
*miR-2*	*	*	*	*	*
*miR-36*	*	*	*	*	
*miR-49*	*	*	*		
*miR-50*	*	*	*	*	
*miR-59*	*	*			
*miR-67*	*	*	*		*
*miR-71*	*	*	*	*	*
*miR-72*	*	*	*	*	*
*miR-76*	*	*	*		
*miR-790*	*	*			
*miR-79*	*	*	*	*	*
*miR-81*	*	*	*		*
*miR-86*	*	*	*		*
*miR-87*	*	*	*	*	*
*miR-92*	*		*	*	

Note: Star (*) indicates that the specific miRNAs family has been found in this species. min: *M*. *incognita*, cel: *C*. *elegans*, asu: *A*. *suum*, bma: *B*. *malayi*, ppc: *P*. *pacificus*

## Discussion and Conclusions

In this study, we generated about 18 million raw microRNA reads. After preprocessing, we eventually obtained a total of about 0.5 million non-redundant unitags with high quality reads. However, only 43.44% (232307 out of 534834) of these non-redundant small RNA unitags have a perfect match in the draft *M*. *incognita* genome. This could due to the following reasons: (1) Genetic polymorphisms: It is well known that the genetic variation of *M*. *incognita* is due to the heteroploid phenomenon; (2) Incompleteness of the genome: The public-released draft genome of *M*. *incognita* was supposed to be only part of the genome [2]. 

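The J2 table held 232315 distinct tags with a perfect match. The highest tag number was 534831, and the mapped tags were 43.4% of it (interval 43.3% to 43.6%). This share rests on the highest tag number as the total, for which the paper gives 534834 unique tags in its discussion and 761538 in its results. Of the mapped tags 51.6% had a single place and 1 tag had 1387 places.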

There are lots of gaps in the assembled genome; (3) Systemic errors: Sequencing errors can block perfect alignment.

In summary, this first report of microRNAs of plant parasitic nematodes and the genome-wide identification of *M*. *incognita* microRNAs have created a unique resource for the research of plant parasitic nematode. The candidate microRNAs will help researchers better understand and refine their approach to studies on genomic structure, gene regulation, evolutionary processes, and developmental features of plant parasitic nematodes and nematode-plant interaction. However, further biological experiments are needed to verify the functionalities of *M*. *incognita* microRNAs and how they regulate their target genes in the developing process.

## Supporting Information

S1 Table The microRNAs of *M*. *incognita* identified from the deep sequences.

S2 Table The primer sequences used in the qRT-PCR validation.

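Each primer of S2 Table for a microRNA matched its precursor in S1 Table exactly. The let-7 product covered bases 20 to 65 of the 66 nt precursor and held 3 of the 22 mature bases. The miR-71 product covered bases 9 to 91 of 128 and held 14 of 22 mature bases, and the miR-100b product covered bases 17 to 83 of 88 and held 7 of 23. The products of the microRNAs without a family name held 18 of 20 mature bases (contig 27) and 10 of 21 (contig 422).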

# Supplementary material for: Identification of MicroRNAs in Meloidogyne incognita Using Deep Sequencing
**Source:** PLoS One. 2015 Aug 4;10(8):e0133491. doi: 10.1371/journal.pone.0133491
**Supplement:** S2 Table

Table S2. Primer sequences used in qRT-PCR validation

| Name | Primer sequence |
| --- | --- |
| let7-F | GTTAAAGAACAGTATCAGTCGG |
| let7-R | AGTGAGCAGGCTGCGTTA |
| miR71-F | ATGGGTAGTTGAGACGTGTTG |
| miR71-R | TTGAGTATAATTCGGATGGC |
| miR100-F | CTAGTCTCTCGTGTCCGTCC |
| miR100-R | AACGCCGAGCCAGTCTA |
| Nov1-F | TCTGACTGTTATCTGCATGTTT |
| Nov1-R | GAATCTGGACTGATCTCATGAA |
| Nov2-F | TTCTTTGTGCTGCTTGGC |
| Nov2-R | TGGGCAGCTTGGACATATA |
| 18S-qF | ACCGTGGCCAGACAAACTAC |
| 18S-qR | GATCGCTAGTTGGCATCGTT |

How the deposited data were processed for this re-analysis (not part of the article)

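Small RNA of M. incognita was measured in 1 library of J2 juveniles, which the paper reports, and in 1 library of infected root galls, which the paper's text does not report. The title of the gall library and the series design text name cucumber, and another label names pepper, so the host is not stated here. The labels give the nematode stage in the galls as J3 to adult.

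The deposited tables hold positions, with no counts of reads: each row is a place where the authors mapped a unique tag to the draft genome without mismatch, with contig, start, end and strand, counted from 1. The authors trimmed adaptors, filtered reads on quality, grouped identical reads into tags and mapped them with bowtie, whose version is not given in the sources used here. Both tables held tags of 18 to 30 nt only. The analysis planned before the data were examined used read counts and tag sequences. Because the tables hold neither, the lowest tag number and the number of distinct tags on a mature arm took the place of read counts, and no ratio of abundance was computed. The number of reads behind each tag is unknown in both libraries, and so is the total depth of the gall library. The J2 table had 232315 distinct tags and the gall table 10548, which had a median of 14 places each against 1 in J2. Whether gall tag numbers follow abundance was tested within microRNAs, by shuffling the numbers among the tags of each.

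The 102 precursors of S1 Table were placed on the contigs through the lowest-numbered J2 tag of the mature length within 25 bases of the listed window. Mature tags lay inside 2 bases before the mature start to 5 bases after the mature end. The star arm was the mature length plus 2 bases at the other end of the precursor. Each tag was counted in full at every copy. Clusters of microRNAs used a distance under 2000 bp. On simulated places, 374 of 374 mature tags and 166 of 166 star tags were assigned to their arm, and 71 of 71 mature positions were recovered. Loop tags were not simulated. Simulated mature tags always lay inside the window, star tags lay at the far end of the precursor, and the exact mature tag had the lowest number. Full recovery was therefore built in, and it checks the code but not the assignment of real tags. Analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

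Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. The first base was tested with the exact binomial test and relations across microRNAs with permutation tests. With 1 library per condition, gall and J2 were compared by the order of tag numbers, tag lengths and shares of distinct tags, with no test of the conditions. For lists of microRNAs fixed before the data were examined (those of Table 3 in all 5 nematodes, the 4 families the paper names for parasitic nematodes, and microRNAs with and without a family name), the median change in order was set against 10000 random lists matched on J2 order. The list of plant microRNAs was not analysed here, because it needs tag sequences. Named microRNAs were those the paper names, whose values in the paper's tables had been seen. The rule for star arms and for the gall order used tag numbers in place of read shares and ratios. The microRNAs that the paper gives no family name are identified by contig and position. Alternatives covered the definition of mature tags, the strand, the number of places and the cluster distance.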

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

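The tests of let-7 and miR-76 and of few tags were chosen after their results were seen; the test at 5′ ends outside microRNAs was set before.

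The gall library, which the paper's text does not report, held mature tags of 41 of the 71 microRNAs, 22 of them with a family name. Let-7 had a lowest tag number of 485 there and 2244 in J2, which placed it 2nd of 41 in the gall and 38th in J2. For miR-76 the numbers were 3214 and 20139, which placed it 8th and 41st. By the number of distinct tags, let-7 stood at 6.5 in the gall and 29.5 in J2, and miR-76 at 9 and 41. Together they made up 15 of 180 distinct mature tags in the gall (8.33%, interval 4.74% to 13.4%). In J2 they made up 15 of 793 over the same 41 microRNAs (1.89%, interval 1.06% to 3.10%), though the lowest number also falls where there are more tags. Both were picked for the largest rises in order among the 41 (36 and 33 places), so their share is no separate support. Tags of 1 microRNA are also not independent draws. If gall tag numbers were arbitrary, the lowest-numbered gall tag would match the lowest-numbered J2 tag of its microRNA by chance only, yet it did for 19 of 31 microRNAs with 2 or more gall tags, against a mean of 7.83 and a maximum of 17 in 10000 shuffles within microRNAs. This test orders tags within a microRNA, not microRNAs against each other, and over the 3488 tags at the same place in both libraries rho of the tag numbers was 0.042, so how far gall numbers order different microRNAs by abundance is not settled. Chance matches of plant tags would start at scattered bases, and 80.0% of the gall tags on these arms (12 of 15) began at the mature first base. A difference between stages stays open and cannot be told apart from a difference between libraries, with 1 library of each.

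The lowest-numbered mature tag was longer in the gall than in J2 for 13 microRNAs, shorter for 2 and equal for 26, with the same 5′ end for 40 of 41. miR-71 went from 22 to 23 nt, miR-124 from 18 to 20 nt and miR-1 from 18 to 21 nt. Among microRNAs whose J2 tag was over the 18 nt limit of the table, 8 were longer and 2 shorter. Few gall tags could give such changes, and of the microRNAs with 5 or more gall tags and a J2 tag over 18 nt, 3 were longer and 0 shorter, too few to decide. A shift to shorter tags across the J2 library stays open: at 5′ ends outside microRNAs the gall tag was longer in 60.6% of changed cases, over the 60% set beforehand as the mark of such a shift, although the interval of 56.4% to 64.7% reaches below it. Over all tags outside microRNAs the lengths ran the other way, with 20.3% of gall tags and 12.1% of J2 tags at 18 nt and the peak at 18 nt in the gall and 22 nt in J2; among tags with 1 place, 36.6% and 11.4% were of 18 nt and the median was 19 and 21 nt. That comparison includes tags at places found in only 1 library, which the test at shared 5′ ends leaves out.

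Among J2 tags numbered 100 or lower, 18 tags at 7 different 5′ ends lay in no precursor of S1 Table on either strand. The lowest was tag number 10, from 167184 to 167206 on contig 17, where 8 J2 tags and 6 gall tags shared the 5′ end and the lowest gall number was 376. On contig 920, tag number 35 lay from 16618 to 16635 and tag number 162 from 16677 to 16697 on the same strand. On contig 339, 7 tags shared the 5′ end at 58785 on the minus strand, with number 20 the lowest.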

How the results depend on the processing

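Alternatives by number of distinct tags and by the tag of the mature length for the relation with reads were chosen after seeing the data. So were those with cluster members on 1 strand, with 5 or more gall tags and with a J2 tag over 18 nt. Of 20 alternative values, 15 stayed and 5 moved. A share stayed if it lay within the counting interval of the main share. Counts and positions had to lie within 1.5 times the main value, and a correlation had to keep its direction. Alternatives for the J2 microRNAs with a mature tag could hardly move, because J2 tags of the mature length had set nearly every mature position. Their staying is no sign of robustness. Ordered by the number of distinct tags, 4 of the paper's 10 most abundant microRNAs were among the first 10, against 10 by tag number, and let-7 stood at position 6.5 in the gall in place of 2. Tags on either strand of the precursors made up 0.801% of J2 tags against 0.763% on the precursor strand. The 13 of 41 microRNAs with a longer gall tag became 7 of 16 with 5 or more gall tags and 8 of 36 with a J2 tag over 18 nt. The 5 microRNAs left out by the second limit were all longer cases, and at 18 nt, the limit of the table, no shorter gall tag was possible. Values over reads, over tags of 2 reads or more, over tags shorter than 18 nt and over first bases of 21 nt tags were not run, because the tables give no reads, no shorter tags and no sequences. Alternatives that scale the gall against J2 were not run for the same reason. No paired analysis was possible because each condition has 1 library.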

Differences from the paper's values

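No value differed from the paper's by more than 1.5 times. Smaller differences were 70 distinct mature sequences against the paper's 71, 92 mature sequences with a first A or U against the paper's 94, and 232315 mapped tags against the paper's 232307. The paper gives 2 totals of unique tags, 761538 in its results and 534834 in its discussion, and the highest tag number was 534831. The paper states that the 10 most abundant tags were all microRNAs, and by tag number 9 of 10 lay in S1 Table. By the paper's distance rule 9 groups of different microRNAs were found against the paper's 7, also 9 under the planned distance of 10000 bp, and 7 with members on 1 strand, a setting chosen after seeing the values. S1 Table lists 0 star reads for miR-124, where the J2 library had 12 distinct star tags; this was so for 7 of the 21 microRNAs listed with 0 star reads.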

Other observations

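Apart from the lists of microRNAs, the tests in this part were chosen after the results were seen. Behind miR-100b, let-7 and miR-71 in the gall order came miR-124 (tag number 1887), the microRNA from 99327 on contig 27 (1940), the one from 3464 on contig 422 (2266) and miR-1 (2448). The order fell furthest for miR-87, from 12th in J2 to 39th of 41 in the gall, for miR-252 from 8th to 30th, for miR-50 from 18th to 37th and for miR-2a from 9th to 27th. In the same order they had only 2, 2, 1 and 2 distinct gall tags, and gall tag numbers ran up to 5580331. Positions resting on so few tags do not show a fall in abundance. No mature tag of miR-137, miR-79, miR-67, miR-242 or miR-790 was in the gall table, which at an unknown depth does not show absence. The order in both libraries had a Spearman's rho of 0.46 across 41 microRNAs, which are not independent replicates. It was 0.40 across 38 by the tag at exactly the mature position.

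None of the lists fixed before the data were examined stood apart in the gall order. The median change, counted as positive where a microRNA stood nearer the top in the gall than in J2, was -2 places for 7 microRNAs of all 5 nematodes (percentile 59.2 among 10000 random lists), -3.5 for 4 of the parasitic list (46.6), -2 for 22 with a family name (39.5) and 2 for 19 without (69.8). Both of the first lists were chosen by the study.

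Antisense tags lay on several precursors in the J2 library, with 31 and 13 on those of contigs 398 and 80 whose copies overlap on opposite strands. There were 22 on the microRNA from 27883 to 27904 on contig 338, 10 on that from 11014 to 11036 on contig 1282, 9 on miR-100b, 9 on let-7 and 8 on miR-71.

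Entries of S1 Table with 54 and 114 mature reads, the paper's values, had lowest tag numbers of 94791 (contig 1640, from 9480 to 9497) and 113131 (contig 418, placed from its window), while 5 others with reads in between had 3369 to 5235. For the first, a candidate explanation is reads of a more abundant microRNA counted with 1 mismatch. It lies 1 mismatch from the mature sequence from 99327 on contig 27, which has tag number 24. However, the paper identified microRNAs from reads without a mismatch. The contig 27 microRNA also has 222055 mature reads in S1 Table, far more than 54. At most a small part of those reads could be involved, and this explanation remains open. For the second, reads of another microRNA of S1 Table counted with 1 mismatch were tested, and the nearest other precursor of S1 Table has 6 mismatches, which argues against a source in S1 Table. No biological explanation was tested.

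A hypothesis is that 1 microRNA without a family name, with its mature sequence from 8727 to 8749 on contig 370 and a copy on contig 501, may be a fragment of a tRNA. Its precursors were the only 2 of 102 with an anticodon arm (at base 26) and a T arm (at base 48). Each arm is a stem of 5 pairs and a loop of 7 bases. The search also required U at base 2 of the anticodon loop, a set base pattern in the T loop and a limited gap between the arms. Of 7100 shuffled precursors 0 had both arms, but shuffling breaks the hairpin of a precursor, so this is a weak comparison. Its mature tag had 5 places. No tRNA annotation was used here.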
